# PLK1 Inhibition alleviates transplant-associated obliterative bronchiolitis by suppressing myofibroblast differentiation

**DOI:** 10.18632/aging.103330

**Published:** 2020-06-15

**Authors:** Jizhang Yu, Heng Xu, Jikai Cui, Shanshan Chen, Hao Zhang, Yanqiang Zou, Jing Zhao, Sheng Le, Lang Jiang, Zhang Chen, Hao Liu, Dan Zhang, Jiahong Xia, Jie Wu

**Keywords:** chronic allograft dysfunction, myofibroblast differentiation, obliterative bronchiolitis, PLK1, TGF-β1

## Abstract

Chronic allograft dysfunction (CAD) resulting from fibrosis is the major limiting factor for long-term survival of lung transplant patients. Myofibroblasts promote fibrosis in multiple organs, including the lungs. In this study, we identified PLK1 as a promoter of myofibroblast differentiation and investigated the mechanism by which its inhibition alleviates transplant-associated obliterative bronchiolitis (OB) during CAD. High-throughput bioinformatic analyses and experiments using the murine heterotopic tracheal transplantation model revealed that PLK1 is upregulated in grafts undergoing CAD as compared with controls, and that inhibiting PLK1 alleviates OB *in vivo*. Inhibition of PLK1 *in vitro* reduced expression of the specific myofibroblast differentiation marker α-smooth muscle actin (α-SMA) and decreased phosphorylation of both MEK and ERK. Importantly, we observed a similar phenomenon in human primary fibroblasts. Our results thus highlight PLK1 as a promising therapeutic target for alleviating transplant-associated OB through suppression of TGF-β1-mediated myofibroblast differentiation.

## INTRODUCTION

Lung transplantation improves the quality of life of terminal lung disease patients [1]. In spite of advances to prevent acute transplant rejection, chronic allograft dysfunction (CAD) is still a major barrier for long-term survival of patients with transplanted organs [2]. Based on data from the Organ Procurement and Transplantation Network (June 7, 2019), ~10% of lung allografts lose function in the first year, and more than half of the recipients lose their functional allograft within five years. Although immunosuppression treatment can effectively prevent acute rejection, it has little effect on CAD and long-term survival rates [3]. Therefore, new treatment methods and drugs targeting CAD are needed to prolong allograft survival.

Transplant-associated obliterative bronchiolitis (OB), the main cause of long-term morbidity and mortality after lung transplantation, shares pathogenic features with CAD in other organs, such as the heart, kidney, and liver [4]. OB results from fibrotic processes triggered by T cells, antibodies, and innate immune cells in the allograft [5, 6]. Myofibroblasts, a class of mesenchymal cells that are predominantly transdifferentiated from fibroblasts or other mesenchymal cells, are the dominant collagen-producing cells in fibrotic diseases, including CAD [7–10]. Hence, suppressing the differentiation of myofibroblasts is a potential strategy for inhibiting CAD.

In addition to providing cellular energy, glycometabolism also regulates cell differentiation [11, 12]. As a member of the polo-like kinase (PLK) family, which mainly regulates mitosis and metabolic switching [13, 14], PLK1 regulates biosynthesis and metabolic switching by directly phosphorylating glucose-6-phosphate dehydrogenase (G6PD) and promoting the formation of its active dimer [15]. However, whether PLK1 has an effect on CAD remains unknown.

In this study, bioinformatic analyses revealed that the occurrence of CAD is accompanied by enhanced glucose metabolism, particularly via the pentose phosphate pathway (PPP). We subsequently tested target genes *in vivo*, and found that PLK1 is upregulated in rejected allografts compared to controls. We demonstrated that inhibiting PLK1 alleviates OB by suppressing the differentiation of myofibroblasts *in vivo*. Specifically, inhibiting PLK1 suppressed TGF-β1-mediated differentiation of myofibroblasts via non-Smad pathways. Thus, inhibiting myofibroblast differentiation by targeting PLK1 provides a potential new method to inhibit CAD.

## RESULTS

### The pentose phosphate pathway is enriched in dysfunctional allografts after lung transplantation

In a large sample study of consenting adult lung transplant recipients from seven centers, Kieran M Halloran and colleagues identified a set of rejection-associated transcripts. To identify pathways that might mediate allograft dysfunction after lung transplantation of patients, we performed DEG and functional enrichment analyses using public microarray data of a large number of clinical samples. DEGs were effectively divided into rejection and control groups as depicted in the PCA plot (Figure 1A). The volcano plot shows DEGs with p < 0.01 and fold change > 1.23; a total of 385 upregulated genes, and 208 downregulated genes (Figure 1B). A heatmap was obtained by unsupervised hierarchical clustering of the DEGs from the two lung transplant biopsy sample groups (Figure 1C). We performed functional analyses on the upregulated genes and found that a number of categories were particularly enriched. These included complement and coagulation cascades, allograft rejection, ECM-receptor interaction, and TGF-β signaling. As in several earlier studies, KEGG pathway enrichment analysis revealed that the PPP was significantly enriched (Figure 1D). As complement involved in antibody mediated rejection has been thoroughly researched, we focused on the PPP.

**Figure 1:**
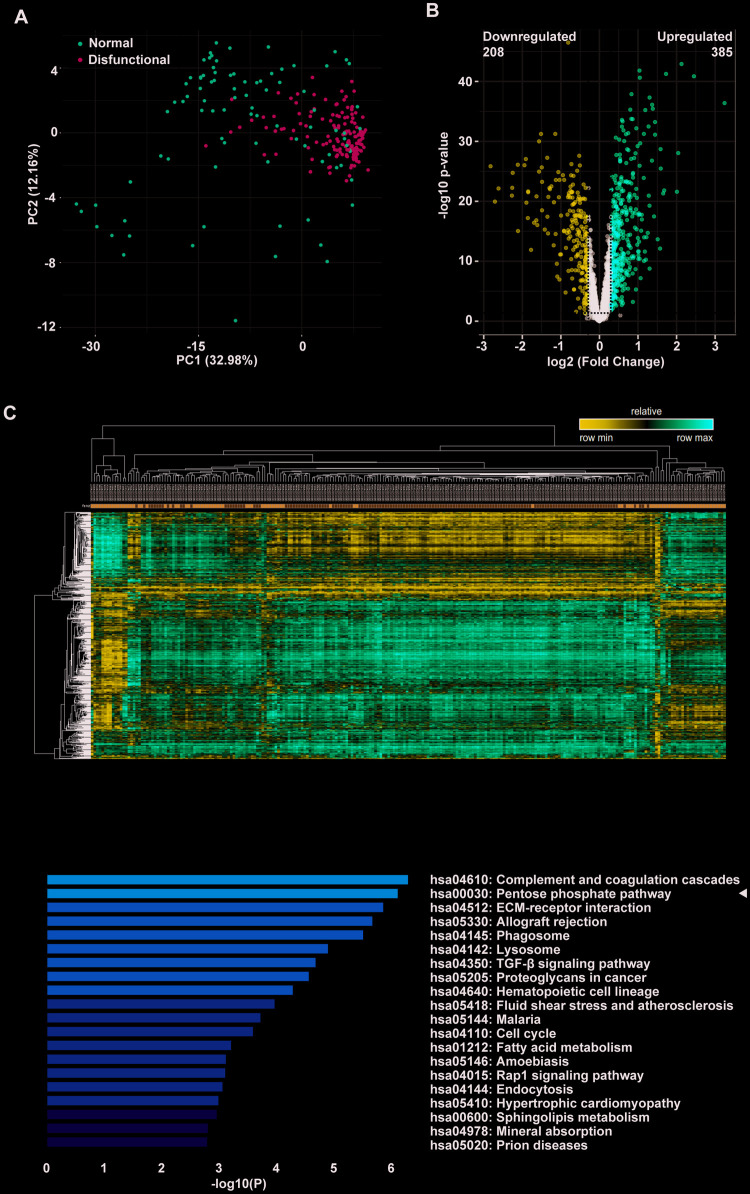
**The pentose phosphate pathway is enriched in tracheal transplantation allografts.** (**A**) Principal component analysis (PCA) plot of clinically-normal and -dysfunctional lung transplant biopsies in this dataset. The red dots represent the normal group while the green dots represent the dysfunctional group. (**B**) Volcano plot showing DEGs with p < 0.01 and fold change > 1.23; a total of 385 upregulated genes are represented by the red dots and 208 downregulated genes are represented by the blue dots. The black dots corresponds genes whose expression did not change. (**C**) Heatmap of lung transplant biopsies between the two indicated groups was obtained by unsupervised hierarchical clustering of DEGs and samples. Red indicates increased gene expression, whereas blue indicates decreased gene expression. (**D**) KEGG pathway enrichment of upregulated DEGs. The shades of the yellow bar correspond to -log10 (P), and the pentose phosphate pathway shows enrichment.

### The G6PD regulator PLK1 is highly expressed in murine tracheal allografts

To ascertain the roles of glycolysis and the PPP in allograft rejection, we constructed a murine tracheal transplantation model. We obtained allografts 28 days after transplanting tracheas from BALB/c to C57 mice and used isografts of C57 to C57 mouse tracheal transplantations as controls (Figure 2A). We then analyzed the relative expression of key genes regulating glutaminolysis and the PPP. This revealed that, while HMGB1 and IGF1 were slightly upregulated [16, 17], PLK1 was the most upregulated gene (Figure 2B). IGF1 has been reported to contribute to recovery after liver transplantation, but the lack of a specific inhibitor makes it a suboptimal choice for treatment. Thus, we focused on PLK1 in subsequent experiments. Grafts were cut into sections and stained with PLK1 antibody (Figure 2C). We also detected PLK1 mRNA in homogenized tissue and calculated its relative mRNA levels by normalizing to GAPDH expression. This revealed that PLK1 was upregulated in allografts compared to isografts (fold change; 2.7±0.1, n=5, P<0.05, Figure 2D). The average optical density of PLK1 staining was also higher in allografts than in isografts (0.31±0.02 and 0.24±0.01, respectively, n=4, P<0.05, Figure 2E), as well as the percentage of positive staining area (0.23±0.02 and 0.17±0.01, respectively, n=4, P<0.05, Figure 2F).

**Figure 2:**
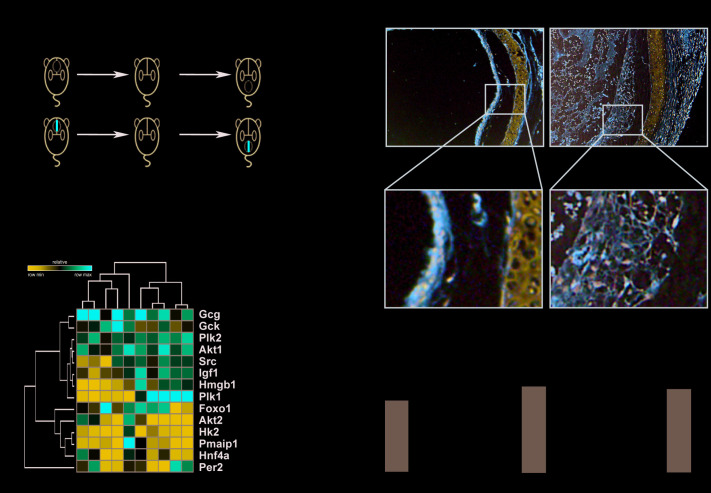
**The glucose-6-phosphate dehydrogenase (G6PD) regulator PLK1 is highly expressed in tracheal transplantation allografts.** (**A**) Schematic depicting the establishment of murine heterotopic trachea transplantation models. (**B**) Heatmap of relative expression values of 14 genes of interest from the microarray data validation as assessed by qRT-PCR in mouse. (**C**) Trachea grafts were harvested 28 days after transplantation, and the sections were stained for PLK1. (**D**, **E**) PLK1 expression in the allograft group compared with isograft group. (**F**) Total RNA was isolated from grafts and reverse-transcribed into cDNA. The transcript level of PLK1 relative to GAPDH was measured. * P≤0.05, ** P≤0.01, GAPDH; glyceraldehyde-3-phosphate dehydrogenase, PLK; polo-like kinase.

### Inhibiting PLK1 can alleviate rejection in the early inflammatory phase

To evaluate the effect of PLK1 inhibition on the early phase of allograft rejection, we constructed a heterotopic tracheal transplantation model. Mice were treated twice a week by gavage with 25 mg/kg BI6727 (PLK1 inhibitor) dissolved in DMSO and corn oil, or DMSO and corn oil only (control group). We obtained allografts seven days after the operation. Grafts were cut into sections and stained with H&E and PAS (Figure 3A). There was no difference in the percentage of luminal occlusion between the BI6727-treated and control groups (19±1 and 22±1, P=0.09, n=5, Figure 3B). In addition, there was no difference in the grade of luminal obliteration between the BI6727-treated and control groups (0.4±0.2 and 0.5±0.2, n=10, Figure 3C). However, the grade of airway epithelial loss was reduced in the BI6727-treated group compared to that in the control group (1.0±0.3 and 2.8±0.4, respectively, n=10, P<0.05, Figure 3D).

**Figure 3:**
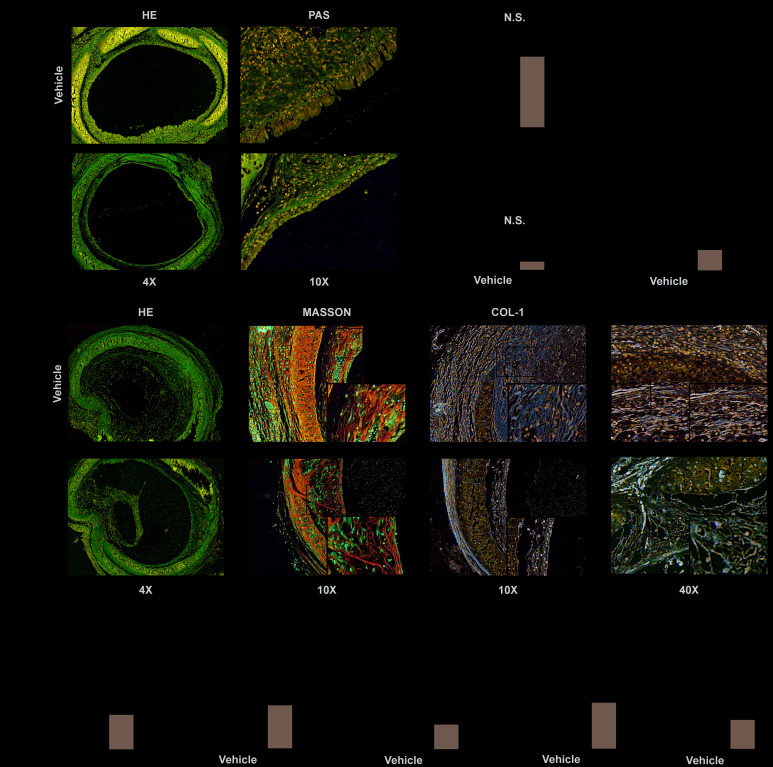
**PLK1 inhibition can alleviate rejection in the early and late inflammatory phases.** (**A**–**D**) BI6727 treatment alleviates airway epithelial loss 7 days after transplantation. (**A**) Representative H&E and PAS stains of tracheal grafts 7 days post-transplantation. (**B**) Percentage of luminal occlusion in the BI6727 treatment and control groups. (**C**, **D**) Sections were graded by two investigators independently, followed by blind treatment. (**E**) Representative immunohistochemical stains of tracheal grafts 28 days post-transplantation. (**F**) Percentage of luminal occlusion in the BI6727 treatment and control groups 28 days after transplantation. (**G**) Sections were graded by two investigators independently, followed by blind treatment. (**H**, **I**) The expression of collagenous fiber (**H**) and collagen I (**I**) in the BI6727 treatment and control groups 28 days after transplantation. (**J**) The percentage of α-SMA positive cells in the BI6727 treatment and control groups. * P≤0.05, H&E; haematoxylin-eosin, PLK; polo-like kinase, SMA; smooth muscle actin.

### Inhibiting PLK1 can alleviate rejection in the late inflammatory phase

We next evaluated the effect of PLK1 inhibition on the later phase of allograft rejection by obtaining allografts 28 days after the operation. Grafts were cut into sections and stained by representative immunohistochemical dyes (Figure 3E). The percentage of luminal occlusion was reduced in the BI6727-treated group compared to that in the control group (32±3 and 84±3, respectively, n=6, Figure 3F), in accordance with the grade (2.0±0.3 and 3.8±0.3, respectively, n=8, Figure 3G). The expression of collagenous fiber was also reduced in the BI6727-treated group compared to that in the control group (0.07±0.01 and 0.23±0.01, respectively, n=6, Figure 3H), and the positive area was smaller in the BI6727-treated group than in the control group (0.21±0.02 and 0.35±0.01, respectively, n=6, P<0.05, Figure 3I). To distinguish myofibroblasts, we stained the sections with α-SMA antibody, and found a lower number of α-SMA+ cells in the BI6727 group than in the control group (0.14±0.02 and 0.37±0.03, respectively, n=6, P<0.05, Figure 3J).

### Inhibiting PLK1 suppresses TGF-β mediated myofibroblast differentiation

To further investigate the effect of PLK1 on myofibroblast differentiation, we used TGF-β1, the factor most commonly used for inducing differentiation of myofibroblasts (Figure 4A). Fibroblasts were first isolated from mouse embryos and purified by differential attachment. The cells were then treated with different concentrations of TGF-β1 and BI6727, and appropriate concentrations were chosen for use in subsequent experiments (Supplementary Figures 1, 2). We found that TGF-β1 did induce myofibroblast differentiation, as evidenced by increased expression of α-SMA, but this effect was reduced by BI6727 (Figure 4B–4F). Following isolation of total mRNA from the cells, we found that the transcriptional level of α-SMA was lower in the BI6727-treated group compared to the DMSO group (3.3±0.3, n=5 and 4.9±0.5, n=6, respectively, Figure 4B). Meanwhile, the expression of α-SMA protein decreased in BI6727-treated myofibroblasts compared to the control group, as assessed by FCM, WB, and IF (Figure 4C–4F). In addition, we tested the migration ability of the myofibroblasts, and found that BI6727 treatment had an inhibitory effect (Figure 4G).

**Figure 4:**
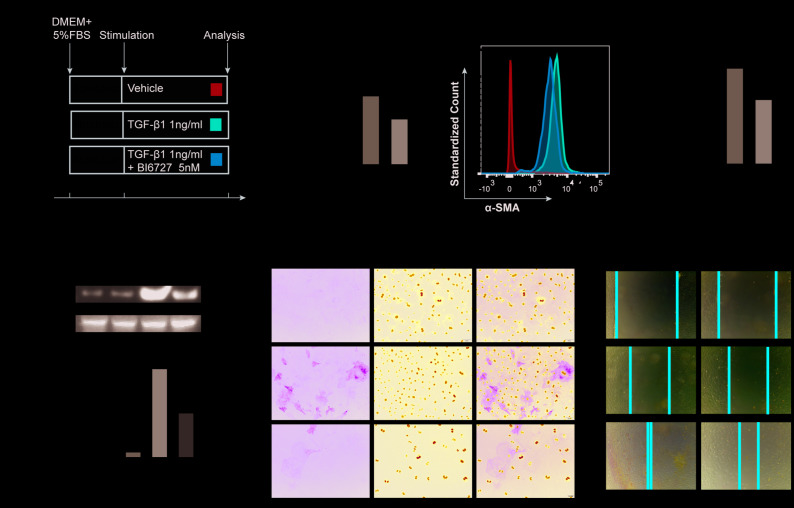
**PLK1 inhibition suppresses TGFβ-mediated differentiation of myofibroblasts.** (**A**) Schematic depicting establishment of the *in vitro* model of TGFβ-mediated differentiation of myofibroblasts. (**B**) Total RNA was isolated and reverse transcribed into cDNA. The transcript level of α-SMA in the BI6727 treatment group relative to the vehicle group was measured. (**C**, **D**) The expression of α-SMA was measured by FCM. Bar diagram shows MFI analysis of α-SMA expression. (**E**) The expression of α-SMA was measured by WB and quantified by densitometry. (**F**) The expression of α-SMA was analyzed by IF. (**G**) Migration ability of myofibroblasts in the vehicle and BI6727 treatment groups. * P≤0.05; FCM: flow cytometry; IF: immunofluorescence; SMA: smooth muscle actin; WB: western blot.

### Transcriptomic profiling reveals that PLK1 inhibition affects TGF-β1-mediated gene expression in mouse myofibroblasts via the MAPK pathway

To explore the cellular mechanisms underlying our findings in the mouse model of ectopic tracheal transplantation, we employed an *in vitro* cellular model of myofibroblast differentiation. NIH/3T3 cells were resuspended either in complete DMEM (group A, control), DMEM containing 1 ng/ml TGF-β1 and 0.1% DMSO (group B), or DMEM containing 1 ng/ml TGF-β1 and 5 μM BI6727 (group C), and cultured at 37 °C for 72 h. The cells were then washed with PBS and collected for extraction of total RNA. 

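RNA was sequenced after removal of rRNA from NIH/3T3 cells, a line of mouse embryonic fibroblasts, in 3 groups with 2 replicates each. The groups were vehicle, TGF-β1 at 1 ng/ml with DMSO, and TGF-β1 at 1 ng/ml with the PLK1 inhibitor BI6727 at 5 μM, each for 72 h. The sample labels give the vehicle as PBS, so by these labels the group with TGF-β1 and DMSO differed from vehicle by DMSO as well. The legend of Figure 5B names DMSO as the control instead. The authors mapped the reads to the mm10 mouse genome with Subjunc, counted them on genes of the Gencode M20 annotation with featureCounts, and deposited the counts without normalization. The vehicle libraries held 19371925 and 22135574 counts on genes. The DMSO libraries held 20514903 and 22310489 counts, and the BI6727 libraries held 18362378 and 24452153. Between 18911 and 19891 genes had counts in a library. Of the 54752 gene identifiers, 54723 matched a gene symbol, by Ensembl identifier. Genes with at least 10 CPM, the counts scaled to a common library size, in more than 3 samples were tested, which is the filter of the paper's methods. Libraries were scaled by edgeR's TMM method and compared by its quasi-likelihood test in one fit of all 6 libraries. A gene was called at a Benjamini-Hochberg adjusted p-value below 0.01 and a fold change above 2. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The filter on low counts and the choice of test change the number of calls, as the values at each comparison show. Exact permutation of 2 libraries against 2 cannot give a p-value under 0.333, so none is given. When 200 of 9518 genes were changed 3-fold in counts simulated from these libraries, all 200 were called in both comparisons, with 3 false calls. With each library's trend on gene length added to the simulated counts, 194 were called between TGF-β1 and vehicle and 195 between BI6727 and DMSO. The simulated counts of a gene had the same dispersion in all 6 libraries. Noise particular to the DMSO libraries, beyond the length trends, was therefore left out. The replicates of a group were different libraries, since the chi-square of their counts per degree of freedom was 7.46 for vehicle, 82.3 for DMSO and 6.53 for BI6727. The sample labels number the replicates of each group. Across genes, the deviations of same-numbered replicates from the group means correlated with r = -0.11 between vehicle and DMSO, -0.26 between DMSO and BI6727, and 0.047 between vehicle and BI6727. Genes are not independent replicates, so these are descriptions of the libraries.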

To assess the effect of PLK1 inhibition on the transcriptomes of myofibroblasts differentiating *in vitro,* two replicate RNA-seq experiments were performed for each condition. As depicted in the PCA plot, there was a high degree of consistency within each group (Figure 5A). 

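Principal components were computed on the log2 CPM of the genes that passed the filter, centred and not scaled. The first component held 76.4% of the variance and the second 14.1%. On the first component, the vehicle replicates lay at -37.8 and -34.4, the DMSO replicates at 13.3 and 22.8, and the BI6727 replicates at 18.5 and 17.6. On the second component, the DMSO replicates lay at 12.0 and -22.1, on either side of the BI6727 replicates at 4.67 and 8.32. The vehicle replicates lay at -2.89 and -0.059 on that component. The SD across genes of the log2 difference between replicates was 0.163 for vehicle, 0.377 for DMSO and 0.147 for BI6727. DMSO replicate 1 differed from DMSO replicate 2 by more than it differed from the BI6727 replicates, for which this SD was 0.244 and 0.217. The setting that moved the first component most was a filter of at least 10 counts in total, under which it held 47.4%. With DESeq2's rlog values of the 500 most variable genes, the first component held 93.7% and the second 3.01%. In that setting, the DMSO replicates lay at -1.72 and -2.38 on the second component and both BI6727 replicates at 2.03, so the groups were apart. No test was made on these values, with 2 libraries per group.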

We created the expression profile for 16713 genes. 

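The count table listed 54752 genes, of which 24904 had at least 1 count in any of the 6 libraries. The filter of the methods, at least 10 CPM in more than 3 samples, left 9518 genes. With edgeR's filterByExpr, 14604 genes were left. At least 1 CPM left 12745 genes when asked of more than 3 samples and 13333 when asked of at least 2. At least 10 counts in more than 3 samples left 13821 genes, and at least 10 counts in total over the 6 samples left 17936.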

The volcano plot displays the DEGs between the TGF-β1-stimulated and control groups identified by applying the DESeq2 package, using P < 0.01 and fold change > 2 (414 upregulated genes, and 444 downregulated genes, Figure 5B). 

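Among the genes tested, 244 were higher and 241 lower with TGF-β1 and DMSO than with vehicle. At an unadjusted p-value below 0.05 there were 3595 genes, against 475.9 given by chance. The groups did not overlap in 62.9% of genes, where chance gives 33.3%. With the replicate number as a block, 224 genes were higher and 229 lower, and with the numbers crossed, 246 and 245. DESeq2 with at least 10 counts in total moved these counts most among the alternatives fixed in advance, and gave 471 higher and 509 lower. Of the genes called with DESeq2 in that setting, 244 of the higher and 227 of the lower were also called by edgeR's quasi-likelihood test above. DESeq2 with the filter of the methods gave 269 higher and 253 lower. Genes are given by their position in mm10. Ctsw (chromosome 19, 5465240 to 5468498) had at most 2 counts in a vehicle library, under the floor of 3 counts, and 26.2 ± 1.75 normalized CPM (SD, n = 2) with TGF-β1 and DMSO, so it was at least 169-fold higher. Ctsf (chromosome 19, 4855129 to 4860912) rose from 0.188 ± 0.120 to 20.6 ± 5.11 normalized CPM (SD, n = 2), with at most 6 counts in a vehicle library. Its log2 fold change was 6.69 (standard error 0.37, adjusted p = 7.08e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Anxa8 and Col7a1 had log2 fold changes of 5.72 and 4.79. The largest falls were in Gas1 (-4.87), Efemp1 (-3.93), Cxcl5 (-3.87), Ptn (-3.58) and C1s1 (-3.20). C1s1 shares 39.0% of its 50-base windows with other genes, and other genes overlap 19.9% of the exonic length of Gas1, so these values are uncertain. Acta2, the gene of α-SMA (chromosome 19, 34241090 to 34255336), rose from 96.2 ± 5.71 to 475 ± 2.15 normalized CPM (SD, n = 2). Its log2 fold change was 2.30 (standard error 0.10, adjusted p = 2.71e-05 from the same edgeR test), and it was 2.30 with the replicate block and 2.30 with the crossed block. With each replicate left out in turn, it lay between 2.24 and 2.37. Of the 18 genes named in the paper that passed the filter, 5 were called in this comparison, with adjustment over all genes and over these genes alone. Besides Acta2 these were Pmaip1 (log2 fold change 2.15), Tgfb1 (1.24), Map2k1 (1.03) and Smad3 (-1.29). Plk1 fell by 0.52 on the log2 scale (adjusted p = 0.00888 from the same edgeR test), under a fold change of 2.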

The corresponding heatmap is shown in Figure 5C. 

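Between BI6727 and DMSO, both with TGF-β1, 0 genes were higher and 0 lower at the threshold used above. The smallest adjusted p-value was 0.0565. At an unadjusted p-value below 0.05, 206 genes were higher and 430 lower, together 6.68% of the genes tested. The groups did not overlap in 34.1% of genes, where chance gives 33.3%. The replicate block and the crossed block also gave 0 genes in either direction, with r = -0.26 for same-numbered replicates. DESeq2 with at least 10 counts in total moved the count most among the alternatives fixed in advance, to 15 lower and 0 higher. These 15 genes were named after their values were seen, and Ccl5 (log2 fold change -3.16), Cxcl10 (-2.22), Ifit1 (-1.64), Pde1b (-1.61) and Isg15 (-1.40) were among them. With BI6727 and TGF-β1 against vehicle, 223 genes were higher and 282 lower. Of the genes called against vehicle, 393 were called in the same direction both with DMSO and with BI6727, 190 of them higher, and 0 in opposite directions. As 0 genes were past the threshold between BI6727 and DMSO, the genes changed by TGF-β1 could not be counted as moved back past it. Acta2 had 337 ± 15.5 normalized CPM with BI6727 (SD, n = 2). Its log2 fold change was -0.50 (standard error 0.095, adjusted p = 0.468 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was lower in both BI6727 libraries than in both DMSO libraries. The adjusted p-value ranged from 0.00876 with DESeq2 to 0.981 over the alternatives. It was 0.845 with the replicate block and 0.568 with the crossed block. Ccn2, of whose exonic length other genes overlap 23.2%, fell by 0.70 on the log2 scale (standard error 0.097, adjusted p = 0.194 from the same edgeR test). Over the alternatives its adjusted p-value ranged from 1.52e-05 with DESeq2 to 0.981 with only the 2 groups compared. Postn had 71.6 and 26.8 normalized CPM in the DMSO libraries and 14.0 and 11.3 in the BI6727 libraries, with a log2 fold change of -1.96 (adjusted p = 0.569 from the same edgeR test). Col1a1 had 859 and 447 normalized CPM in the DMSO libraries and 411 and 416 in the BI6727 libraries. These groups did not overlap, and the difference of their means lay within the SD of the DMSO replicates. Plk1 had 71.0 ± 0.72 normalized CPM with DMSO and 61.8 ± 2.26 with BI6727 (SD, n = 2), a log2 fold change of -0.20 (adjusted p = 0.747 from the same edgeR test). None of the 18 tested genes that the paper names was called in this comparison (0 genes). The largest change among them was that of Col1a1 (log2 fold change -0.66), under a fold change of 2. Adjustment over these genes alone could therefore not have called any of them. With that adjustment their smallest p-value was 0.0195 in the same edgeR test.

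**Figure D1:**
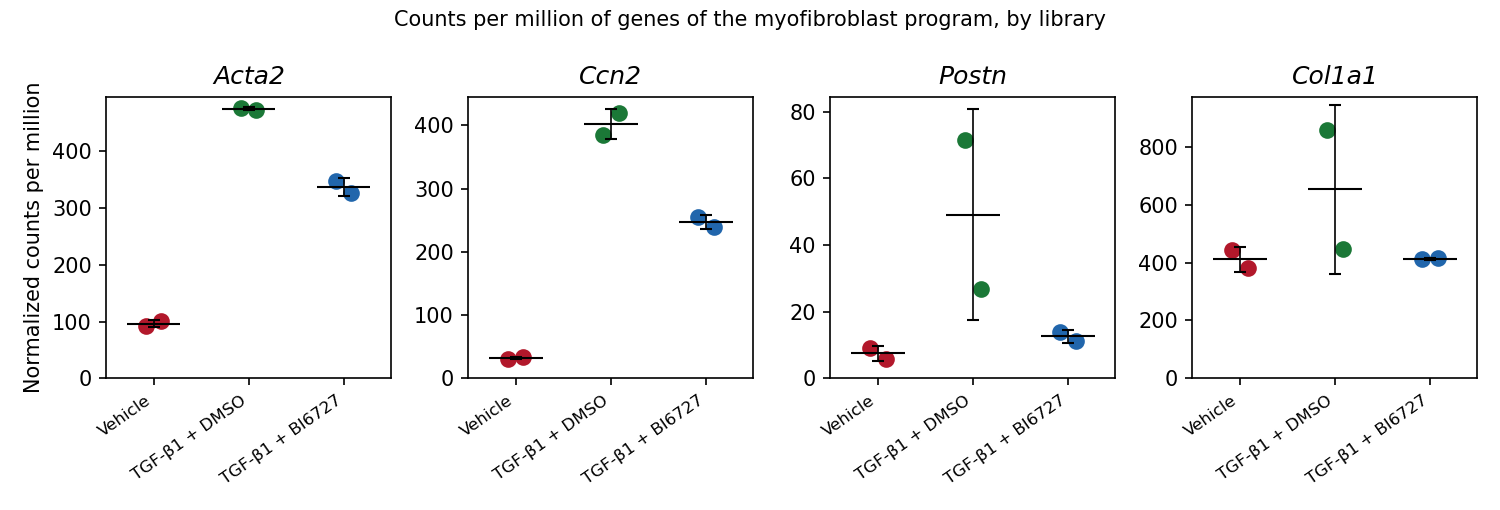
Normalized CPM of Acta2, Ccn2, Postn and Col1a1 in each library of the 3 groups, with the group mean as a line and its SD (n = 2) as a bar. Each gene lies lower in both BI6727 libraries than in both DMSO libraries, and the DMSO replicates of Postn (71.6 and 26.8) and Col1a1 (859 and 447) lie far apart.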

To confirm the relevance of these findings, we investigated the effects of PLK1 inhibition on myofibroblasts by pathway enrichment on the downregulated genes. This revealed various enriched categories, including complement and coagulation cascades [18, 19], platelet activation [20, 21], p53 signaling, lysosomes, AGE-RAGE signaling, VEGF signaling, phagosomes, and PI3K-Akt signaling (Figure 5D). Furthermore, we applied GSEA to the DEGs, which revealed that inhibiting PLK1 reduces myofibroblast differentiation in the late inflammatory phase in part via the MAPK pathway (Figure 5E). 

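The enrichment was tested with lists written by hand after the names of 9 categories in Figure 5D, since the KEGG sets themselves were not used here. Fisher's exact test, one-sided, compared the genes lower with BI6727 with all genes tested, with Benjamini-Hochberg adjustment over the 9 lists. As 0 genes were lower with BI6727 at the threshold, no list could be tested. Among the 12 genes lower at an unadjusted p-value below 0.01 with a fold change above 2, 0 belonged to any of the lists. The replicate block and the crossed block left 0 genes lower as well. The lists held 14 genes of complement and coagulation, 63 of platelet activation, 55 of p53 signaling, 88 of lysosomes, 65 of AGE-RAGE signaling, 38 of VEGF signaling, 79 of phagosomes, 186 of PI3K-Akt signaling and 170 of MAPK signaling among the genes tested.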

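Genes were ranked by the signed square root of edgeR's F statistic between BI6727 and DMSO, and a list of MAPK signaling genes written by hand was tested by preranked enrichment with fgsea. Of the 170 genes of the list that passed the filter, 90 were higher and 80 lower with BI6727. The enrichment score was 0.247, on the side of genes higher with BI6727 (p = 0.0607 by gene permutation, 0.172 after Benjamini-Hochberg adjustment over 17 lists). The fit with the replicate block gave a score of 0.262 (p = 0.0358) and the crossed block 0.263 (p = 0.0339), where same-numbered replicates correlated with r = -0.26. Gene permutation treats genes as independent. The camera test of limma, run with its small preset correlation between genes and not one estimated from these data, gave p = 0.297 for the same list. With each replicate left out in turn the score lay between -0.271 and 0.369, and it was negative only without DMSO replicate 2. A shorter list of MAPK kinases and phosphatases had a score of 0.371 (p = 0.0287 by gene permutation, 0.0975 adjusted over 17 lists, and p = 0.176 by camera). With offsets that remove each library's trend on gene length, its score was 0.275 (p = 0.272 by gene permutation). A list of ERK output genes had a score of 0.378 (p = 0.203 by gene permutation), although 13 of its 21 genes were lower with BI6727 and 8 higher. The ERK output genes were higher with TGF-β1 and DMSO than with vehicle in 16 of 21 genes, with a score of 0.777 (p = 1.64e-05 by gene permutation), or 0.80 with the replicate block and 0.781 with the crossed block. Their median log2 change from the vehicle mean was 0.52 and 0.43 in the DMSO libraries and 0.40 and 0.54 in the BI6727 libraries, so the groups overlapped. Among them, Hbegf rose by 3.06, Il11 by 2.93, Dusp5 by 2.21, Dusp4 by 2.10 and Lif by 1.98 on the log2 scale with TGF-β1, and Etv1 fell by 1.36. Of the 50-base windows, 20.5% in Dusp5 and 19.0% in Etv1 occur in other genes, so their values are uncertain. None of these 6 genes was called between BI6727 and DMSO (smallest adjusted p = 0.747 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A list of myofibroblast genes had a score of -0.740 between BI6727 and DMSO (p = 5.28e-06 by gene permutation), with 18 of 22 genes lower. It was -0.777 with the replicate block and -0.734 with the crossed block. The median log2 change of that list from the vehicle mean was 0.89 and 0.25 in the DMSO libraries and 0.28 in both BI6727 libraries. With each library's trend on gene length removed, it was 0.91 and 0.39 in the DMSO libraries and 0.37 and 0.32 in the BI6727 libraries. Against DMSO replicate 2 alone, 16 of the 22 genes were lower in the mean of the BI6727 libraries, with a median log2 change of -0.073. From its enrichment analysis of the differentially expressed genes (Figure 5E), the paper concludes that inhibition of PLK1 reduces myofibroblast differentiation in part through the MAPK pathway.

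**Figure D2:**
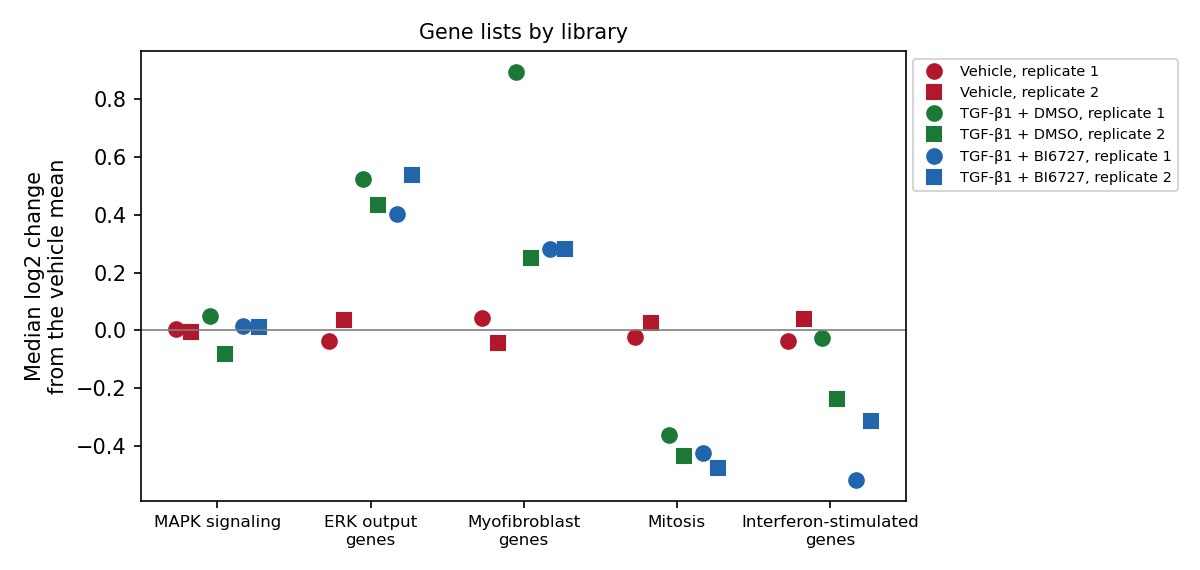
Median log2 change of 5 gene lists from the vehicle mean, with a point for each of the 6 libraries, a circle for replicate 1 and a square for replicate 2. The ERK output genes lie between 0.40 and 0.54 in the TGF-β1 libraries of both treated groups, and the myofibroblast genes lie at 0.89 and 0.25 in the DMSO libraries.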

We further tested this potential molecular mechanism by western blotting, which revealed that the MAPK-ERK pathway was activated under TGF-β1 stimulation, whereas BI6727 treatment alleviated this change by reducing the phosphorylation of MEK and ERK (Figure 6A–6D).

**Figure 5:**
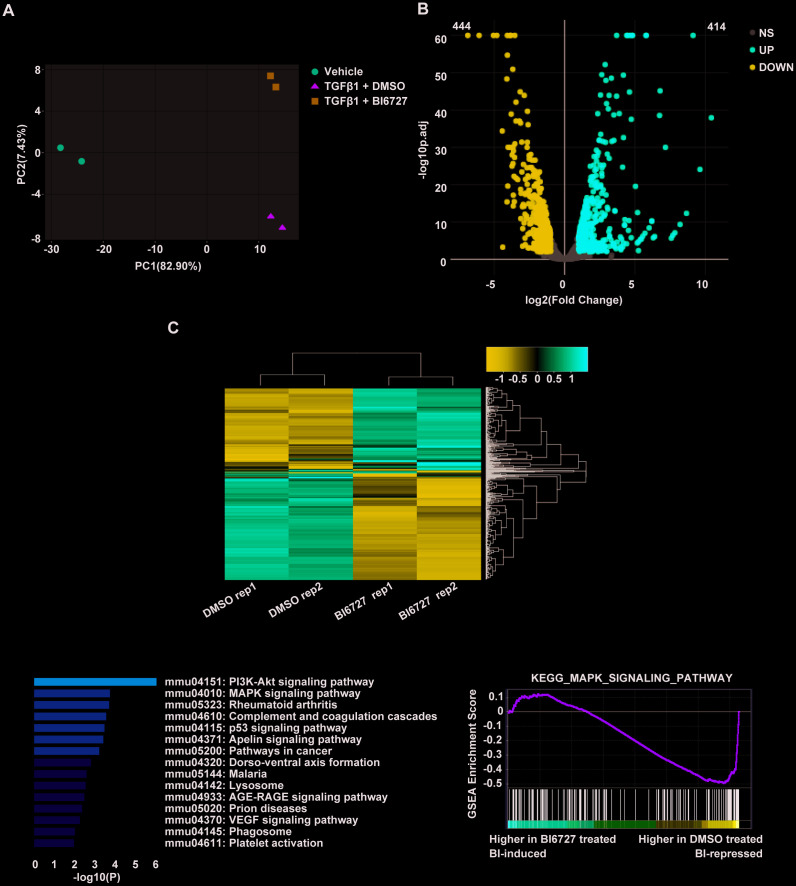
**Transcriptomic profiling reveals that PLK1 inhibition reduces myofibroblast differentiation in the late inflammatory phase via the MAPK pathway.** (**A**) Principal component analysis of six samples in the dataset. Each color represents one sample group. The red dot represents the vehicle group, the green triangle the TGF-β1+ DMSO group, and the blue square the TGF-β1+ BI6727 group. (**B**) Volcano plot of strongly upregulated (red; fold change > 2 and adjusted P value < 0.01) and downregulated (blue) genes in NIH-3T3 cells stimulated by TGF-β1 (1 ng/ml) vs DMSO (0.1%) for 72 h. There was a total of 414 upregulated and 444 downregulated genes. (**C**) Heatmap of differentially-expressed genes with BI6727 intervention. Red indicates increased gene expression, whereas blue indicates decreased gene expression. (**D**) KEGG pathway analysis of DEGs in PLK1-inhibited cells. The shades of the yellow bar correspond to -log10(P) Fisher’s exact test, used to select the significant (P < 0.05) pathways. (**E**) GSEA plot showing that PLK1 inhibition reduces myofibroblast differentiation in the late inflammatory phase via the MAPK pathway.

**Figure 6:**
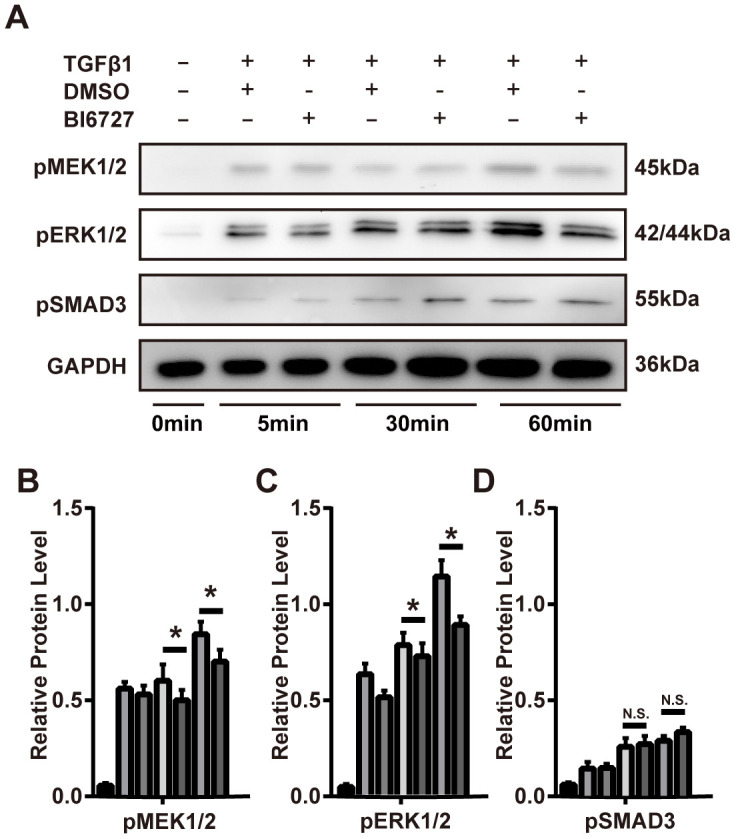
**PLK1 inhibition suppresses TGFβ-mediated differentiation of myofibroblasts via the MAPK-ERK pathway.** (**A**–**D**) The mouse myofibroblast TGF-β1 differentiation model was employed, with the addition of BI6727 to inhibit PLK1. Representative immunoblots for MEK, ERK, phosphorylated SMAD3, and GAPDH at various timepoints are shown. The results were quantified by densitometry, as represented in the bar diagrams. * P≤0.05.

### PLK1 siRNA treatment suppresses myofibroblast differentiation *in vitro* and *in vivo*

To further verify the effect of PLK1 on the differentiation of myofibroblasts, we used siRNA to specifically knock down PLK1 *in vitro* and *in vivo*. We transfected siRNA into NIH/3T3 cells and confirmed their effectiveness in reducing PLK1 expression (Figure 7A). We also measured α-SMA expression at both the transcriptional and protein levels after 24 h PLK1 siRNA treatment, and obtained similar results as with BI6727 treatment (Figure 7B–7G). Phosphorylation of MEK and ERK was also inhibited by PLK1 siRNA treatment *in vitro* (Figure 7H, 7I). Next, we treated our heterotopic trachea transplantation models by intraperitoneally injecting PLK siRNA packaged with liposome. As observed with BI6727 treatment, PLK1 siRNA treatment alleviated rejection in the late inflammatory phase, 28 days after the operation (Figure 7J, 7K). Moreover, PLK1 siRNA treatment reduced the expression of α-SMA in the grafts. Overall, these results demonstrate that PLK1 siRNA treatment suppresses the differentiation of myofibroblasts *in vitro* and *in vivo*.

**Figure 7:**
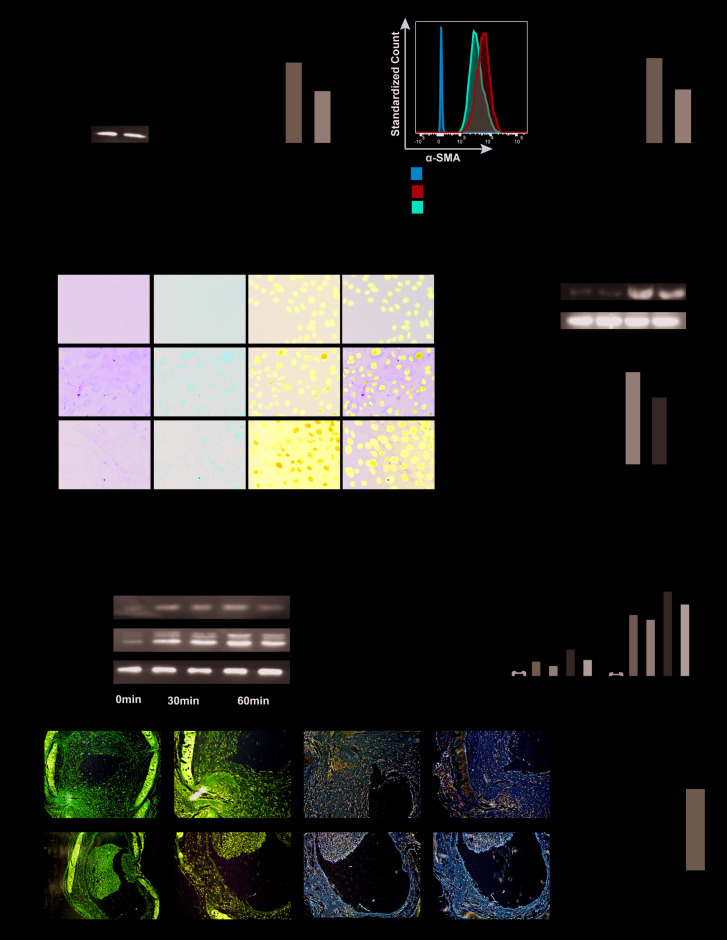
**PLK1 siRNA suppresses differentiation of myofibroblasts *in vitro* and *in vivo*.** (**A**) Protein expression of PLK1 following siRNA transfection. (**B**) The mRNA expression of α-SMA following PLK1 siRNA transfection. (**C**, **D**) The expression of α-SMA was measured by FCM; quantification by MFI analysis is shown in the bar diagram. (**E**) The expression of α-SMA was analyzed by IF. (**F**, **G**) The expression of α-SMA was analyzed by WB. (**H**, **I**) Representative immunoblots for MEK, phosphorylated ERK, and GAPDH at various timepoints are shown. (**J**) Representative immunohistochemical stains of PLK1 siRNA-treated or control tracheal grafts 28 days post-transplantation. (**K**) Percentage of luminal occlusion in the PLK1 siRNA-treated and control groups 28 days after transplantation.

### PLK1 knockdown suppresses TGFβ-mediated differentiation of human myofibroblasts

Human primary fibroblasts were obtained as described in the Materials and Methods section above. We constructed the plasmid RSV-PLK1-shRNA and screened for cells with stable PLK1 knockdown using puromycin (Figure 8A, 8B). PLK1 knockdown decreased the expression of α-SMA (Figure 8C–8F) and the percentage of α-SMA+ myofibroblasts as detected by IF (Figure 8G). Similarly, the migration ability of the myofibroblasts was inhibited by PLK1 siRNA treatment (Figure 8H).

**Figure 8:**
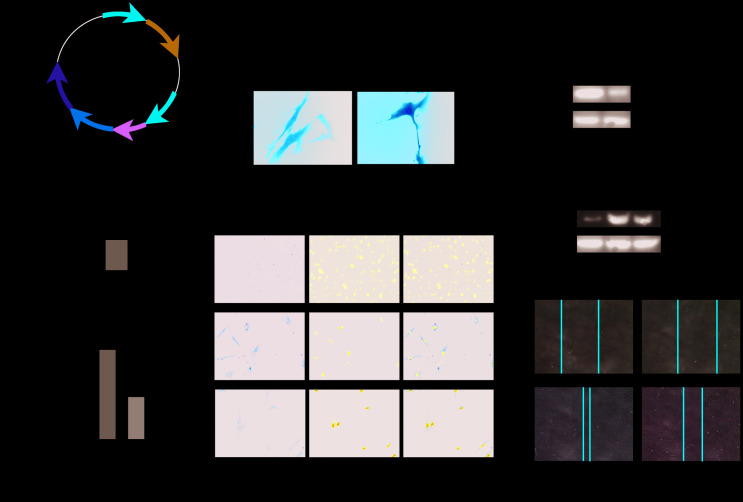
**PLK1 knockdown inhibits TGFβ-mediated differentiation of human myofibroblasts.** (**A**) Schematic depicting establishment of the recombinant plasmid RSV-PLK1-shRNA. (**B**) A representative image of infected human primary myofibroblast cells. (**C**–**F**) The expression of [50] α-SMA was analyzed by WB (**C**, **D**), qRT-PCR (**E**, **F**), and IF (**G**). (**H**) Migration ability of myofibroblasts in the control and PLK1-shRNA-treated groups.

## DISCUSSION

During transplant rejection, metabolic reprogramming has been shown to occur in multiple cell types [22–24], particularly myofibroblasts, which are known to contribute to transplant-associated OB. Furthermore, TGF-β1 promotes myofibroblast differentiation via both Smad and non-Smad pathways [25, 26]. In our study, we describe a new therapeutic target to alleviate transplant-associated OB.

Glucose uptake and glycolysis are enhanced to meet increased needs for energy production; specifically, cells switch from fatty acid β-oxidation to aerobic glycolysis, and as a result depend more on glutaminolysis and the PPP [23, 24]. A previous study identified PLK1 as a master regulator of biosynthesis that accelerates cell proliferation and alters metabolic switching through activation of the PPP [15]. PLK1 increases PPP flux, NADPH, and ribose production for the synthesis of macromolecules, mainly by directly phosphorylating G6PD and promoting the formation of its active dimer [15, 27, 28].

Following *in vivo* verification of rejection-associated target genes, bioinformatic analysis led us to choose PLK1 as the major intervention target for subsequent experiments. Similar to previous studies, we observed myofibroblast accumulation in allotransplants, with a mass of extracellular matrix (ECM). Notably, allotransplants subjected to PLK1 inhibition had less myofibroblast accumulation and ECM than those treated with the vehicle control *in vivo* [29]. Murine myofibroblast differentiation induced by TGF-β1 was also suppressed by PLK1 inhibition *in vitro*. Importantly, we observed the same phenomenon in human primary fibroblasts.

Our study demonstrates that blocking PLK1 activity inhibits the differentiation of myofibroblasts. A primary feature of CAD is the occurrence of fibrosis in the allotransplant and its vessels [5]. Although studies have confirmed the involvement of many types of immune cells in this process, the use of immunosuppressor drugs has little effect on CAD [30, 31]. However, the specific function of myofibroblasts during chronic rejection after solid organ transplantation has now been recognized [7]. Myofibroblasts differentiate from fibroblasts, which are in turn mainly transdifferentiated from epithelial- or bone marrow-derived monocytes [9]. Studies exploring the function of myofibroblasts in CAD showed that blocking myofibroblast differentiation can effectively alleviate chronic rejection [25].

In this study, we made the surprising discovery that the G6PD regulator PLK1 was upregulated in the transplant rejection group. We therefore hypothesized that PLK1 promotes allograft rejection. Indeed, we proved that inhibiting PLK1 reduces transplant rejection both *in vitro* and *in vivo*. Similar to other reports, we demonstrated that PLK1 inhibition suppresses the MAPK-ERK pathway activated by the TGF-β type I receptor, whereas Smad3 was less affected by PLK1 inhibition [32]. Importantly, we also showed that the PLK1- TGF-β-MAPK-ERK pathway was active in human primary fibroblasts. This suggests that PLK1 could be a new therapeutic target to alleviate transplant-associated OB.

We also found that PLK1 inhibition suppresses inflammation during the early inflammatory phase (days 3-14). Interestingly, we also demonstrated that inhibiting PLK1 reduced the migration of fibroblasts, which, according to the “out-side-in” hypothesis, mainly migrate from peripheral blood [33]. We therefore speculate that PLK1 inhibits inflammation by inhibiting the migration of immune cells. PLK1 is a key molecule in glucose metabolism, and metabolism links many physiological processes, including migration and transdifferentiation [15, 34]. Our future studies will focus on the process of metabolic switching during chronic rejection, and on inhibiting this process by targeting glucose metabolism. Metabolomics is the quantitative analysis of all metabolite products in organisms. Analyzing the metabolome offers the potential to reveal the connection between glucose metabolism and CAD, potentially uncovering new biomarkers.

This study has several limitations. Although the heterotopic tracheal transplantation model has unique advantages in terms of recapitulating the accumulation of extracellular matrix (EMC) and the process of chronic rejection, it lacks normal hemoperfusion and ventilation to the external environment. Therefore, damage to the tracheal mucosa caused by pathogenic microorganisms and mechanical injury would not be taken into account using this model. Furthermore, PLK1 levels may have effects on cytokine expression and other immunological processes. Although models cannot perfectly simulate solid allotransplants *in vivo*, they suffice to prove that inhibiting PLK1 can suppress fibrosis. Future clinical studies are needed to test whether this phenomenon translates to useful clinical outcomes for lung transplant patients.

In conclusion, we have shown that inhibiting PLK1 can alleviate OB by suppressing TGF-β1-mediated differentiation of myofibroblasts via the MAPK-ERK pathways. For transplant patients with cancer, using checkpoint inhibitors or other immunoregulatory therapies can be difficult to balance, and our results provide a potential solution for this challenge [35–37]. PLK1 may represent a new target to prevent chronic transplant rejection. Further transplantation models and pathways should be tested to gain a deeper understanding of the mechanisms underlying BI6727’s (Volasertib) functions before trialing this drug in transplant patients.

## MATERIALS AND METHODS

### Animals, cells, and human participants

C57BL/6 (B6, H-2b) and BALB/c (H-2d) mice were maintained in Tongji Medical College, Huazhong University of Science and Technology (Wuhan, China), and 6 to 8 week-old male mice were used in our experiments. NIH/3T3 cells were authenticated using the STR (short tandem repeat) test (Boster, Wuhan, China). Human primary cells were collected from healthy volunteers who experienced resection operations. All patients involved in the study gave written, informed consent.

### Mouse model

Tracheal transplantation was performed as previously reported [38]. Briefly, tracheas were obtained from BALB/C mice and stitched onto the omentum majus of C57BL/6 mice. The experimental group was given 25 mg/kg BI6727 dissolved in corn oil by oral gavage twice a week, and the control group was given an equal volume of corn oil. GP-siRNA-Mate plus (GenePharma G04002, 1 ml) was used to transfect 0.75 OD siRNA by intraperitoneal injection once a week.

### Immunohistochemistry

Grafts were fixed in tissue fixing fluid (Servicebio, G1101) for 24 h, then paraffin-embedded and cut into sections for immunohistochemistry analysis. The sections were stained with haematoxylin and eosin (H&E) or another dyestuff [39]. Images were captured by microscopy and analyzed by Image-Pro Plus version 6.0 after background balancing (Media Cybernetics). The histological score was evaluated using recognized pathological criteria [40].

### Quantitative real-time PCR and siRNA transfection

Total RNA was extracted from grafts using Trizol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions, and cDNA was obtained using ABScript II RT Master Mix (Abclonal, RK20403). Real-time PCR was performed on a CFX Connect Real-time PCR System (BIO-RAD, California, USA) with 2X Universal SYBR Green Fast qPCR Mix (Abclonal, RK21203). The results were normalized to glyceraldehyde-phosphate dehydrogenase (GAPDH) gene expression. Primer sequences can be found in PrimerBank (https://pga.mgh.harvard.edu/primerbank/index.html), and siRNA sequences have been described previously [41]. All RNA was synthesized by Sangon Biotech (Shanghai), and siRNA transfections were performed as described previously [42].

### Flow cytometry

Cells were digested in a 0.05% pancreatic enzyme solution (Thermo Fisher, 25300054) for 3 min, and neutralized with Dulbecco's modified Eagle’s medium (DMEM, Boster, PYG0073) containing 10% fetal bovine serum (FBS). Cells were stained with Zombie Fixable Viability (BioLegend, San Diego, USA) before fixation by Fixation/Permeabilization Diluent (Thermofisher, 00-5223-56). Cells were stained with FITC Anti-alpha smooth muscle Actin (Abcam, ab8211, 1:50 dilution).

### Western blot analysis

Tissue or cells were lysed on ice using RIPA Lysis Buffer (Beyotime, P0013) containing Protease and Phosphatase Inhibitor Cocktail (Beyotime, P1050) for 30 min. Protein concentration is determined with the help of BSA standards (Beijing Solarbio Science & Technology Co., Ltd.). Western blotting was performed as previously described [43]. Anti-phospho-Smad3 (Beyotime, AF1759), anti- phospho-ERK1/2 (Cell Signaling Technology, 4370), anti-phospho-MEK1/2 (Cell Signaling Technology, 2338S), anti-PLK1 (Proteintech, 10305-1-AP), and anti-GAPDH (Proteintech, 60004-1-Ig) were used as primary antibodies. The intensity of bands was quantified using ImageJ software.

### Cell culture and immunofluorescence

NIH/3T3 or primary cells were starved in DMEM without FBS for 24 h, and then cultured in DMEM with 5% FBS and 5 nM hTGF-β1 (Peprotech, 500-M66) or 10 nM BI6727 (Selleck, S2235) for three days. Immunofluorescence was performed as previously described [44].

### Retrovirus-based plasmid preparation, virus production, and infection

For retroviral expression of human PLK1 (gene ID: 5347), we used pRSI9-U6-(sh)-UbiC-TagRFP-2A-Puro (Plasmid #28289; Addgene, MA, USA). Retrovirus-based shRNA was prepared by EZ-10 Column DNA Purification Kit (Sangon Biotech) and retroviral particles were produced according to a previous method [45, 46]. Fibroblast transduction was performed by incubating with the supernatant for 48 h. Puromycin was used to screen for expressing cells.

### RNA-seq

For *in vitro* cell experiments, NIH-3T3 cells were resuspended in complete DMEM (group A, control), or with the addition of either 1 ng/ml TGF-β1 (group B) or 1 ng/ml TGF-β1 and 5 μM BI6727 (group C) and cultured at 37 °C for 72 h, with two replicates in each group. After washing with PBS, cells were collected for extraction of total RNA, and three biological replicates of each of the two groups of cells were prepared. RNA was isolated using RNAprep pure Cell/Bacteria Kit (TIANGEN) according to the manufacturer’s instructions. The cDNA fragments with adapters were amplified by PCR, and the products were purified by Ampure XP Beads. Library quality was checked using an Agilent Technologies 2100 Bioanalyzer. The final library for RNA-seq was amplified with phi29 (Thermo Fisher Scientific, MA, USA) according to the protocol, and sequenced using a BGISEQ-500 sequencer (BGI) using single-end 50-cycle reads. The accession number assigned in the GEO database is GSE142732.

### RNA-seq analysis

The quality of the sequences was assessed using FASTQC v0.11.8 software in our bioinformatics server with Ubuntu 18.04.2 LTS. RNA-seq samples were analyzed using the Subjunc-FeatureCounts-DESeq2 pipeline. Clean reads were mapped to the mm10 (UCSC) mouse genome with Subjunc (v1.6.4), using the default parameters. Expression quantification of transcripts was performed using FeatureCounts (v1.6.4) [47] with mouse annotation (release_M20) from Gencode [48]. Genes with at least 10 reads per million mapped reads in more than three samples were considered to be expressed. Differential gene expression was analyzed using the DESeq2 package (v1.22.2) [49] of the R software (version 3.6.1) [50]. Genes with less than 5% probability of being false positives (p-adjusted < 0.01) and an absolute fold change > 1 were chosen for subsequent downstream functional analyses. The volcano plot, PCA, and heatmap data were plotted in DEBrowser [48].

### Functional annotation of differentially expressed genes (DEGs)

Functional annotation of Gene Ontology or Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for sets of differentially expressed genes (DEGs) were performed using metascape (http://metascape.org). The thresholds were p < 0.05 and FDR < 0.05.

### Gene set enrichment analysis

Gene set enrichment analysis was performed by GSEA (v3.0) [51, 52] software downloaded from the Broad Institute (http://software.broadinstitute.org/gsea). Statistical analysis for RNA-seq are described in detail above. GSEA was performed as previously described [52]. Enrichment score curves and member ranks were generated by the GSEA software (Broad Institute).

### Statistical analysis

Data are presented as mean ± SD. Comparisons between the data were calculated using a two-tailed Student’s *t*-test. All the data were analyzed using Prism 7.0. We considered *P < 0.05 as statistically significant.

## Supplementary Material

Supplementary Figures

# Supplementary material for: PLK1 Inhibition alleviates transplant-associated obliterative bronchiolitis by suppressing myofibroblast differentiation
**Source:** Aging (Albany NY). 2020 Jun 15;12(12):11636–52. doi: 10.18632/aging.103330
**Supplement:** Supplementary Figures

SUPPLEMENTARY FIGURES

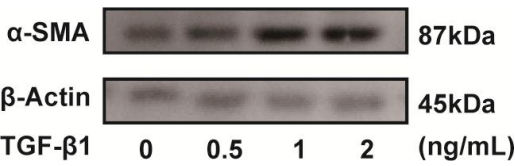

Supplementary Figure 1. Fibroblasts were stimulated by different concentrations of TGF-β1.

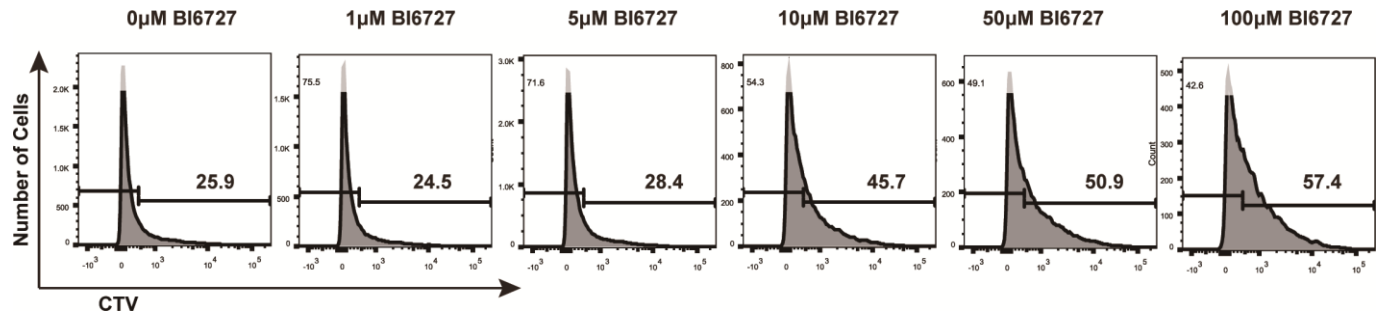

Supplementary Figure 2. Fibroblast proliferation is not affected by BI6727 treatment for 72 hours.

How the deposited data were processed for this re-analysis (not part of the article)

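The data were counts of RNA-seq reads on genes in 6 libraries of NIH/3T3 cells, 2 replicates in each of 3 groups: vehicle, TGF-β1 with DMSO, and TGF-β1 with BI6727. The authors made the counts by mapping the reads to the mm10 mouse genome with Subjunc and counting them on Gencode M20 genes with featureCounts, and deposited the counts without normalization. The setting for strand was not found in the paper's text. Samples were assigned to groups and replicates from the sample labels and the paper, and the pairing of same-numbered replicates comes from the replicate numbers in those labels. Library totals ranged from 18362378 to 24452153 counts, so that 3 counts, the floor used here, are a small share of any library, and intervals from counting cover counting error only.

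From the counts, genes with at least 10 CPM in more than 3 samples were kept. The groups were compared in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, one fit of all 6 libraries, 3 residual degrees of freedom, no covariate), at a Benjamini-Hochberg adjusted p-value below 0.01 and a fold change above 2. Normalized CPM are relative to the TMM-scaled total of the genes that passed the filter, and log2 CPM were computed with a prior count of 1. DESeq2 1.42.0 and limma 3.58.1 were used as alternatives. Gene lists were tested with fgsea 1.28.0 and with limma's camera, and categories with Fisher's exact test. The 17 lists were written by hand before the data were examined and are not the KEGG sets. Positions are those of mm10 in the authors' annotation. Overlap between genes was taken from the exons in the count table, and the share of 50-base windows found in other genes from the Gencode M21 transcripts.

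The genes named in the text were chosen by a rule fixed before the data were examined: the genes the paper names, the 5 with the largest rise and the 5 with the largest fall in each comparison among genes past the threshold whose groups do not overlap, and the members of the lists of ERK output genes and myofibroblast genes past the threshold in either comparison. Some genes that this rule selects are not reported here. Other genes are said to have been chosen after their values were seen.

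The alternatives fixed before the data were examined were DESeq2, DESeq2's size factors, other filters on low counts, only the 2 groups compared, the replicate number as a block, other thresholds, each replicate left out in turn, other lists and rankings, and other values for the principal components. Added after the data were seen were a crossed replicate block, offsets that remove each library's trend on gene length (a lowess of span 0.3), voom with sample quality weights, DESeq2 with at least 10 counts in total at other thresholds, the genes lower against vehicle for the categories, and principal components with the length trend removed. The test was checked on simulated counts, where 200 changed genes among 9518 were recovered as given with the description of the libraries. After the data were seen, it was also checked on 20 draws of simulated counts with 12 genes lowered in the BI6727 libraries, and each library's trend on GC content was removed after its length trend in a check of the 17 gene lists. Counts of calls were not recomputed with a replicate left out, because an arm would hold 1 library. The other experiments of the paper were not analysed here.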

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

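The tests in this part were set before their results were seen. The paper does not discuss 4 genes among those that rose most with TGF-β1 and DMSO over vehicle, and they are given here because their signal lies above that of the vehicle libraries. For Ctsw, with at most 2 counts in a vehicle library, the log2 fold change is at least 7.403. It was 6.69 for Ctsf, 5.72 for Anxa8 and 4.79 for Col7a1.

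Reads shared with other genes do not account for these values. The exons of other genes overlap at most 0.350% of the exonic length of any of the 4, and 0% of their 50-base windows occur in the transcripts of another gene. With offsets that remove each library's trend on gene length, the largest adjusted p-value was 3.97e-07 in edgeR's quasi-likelihood test, and with DESeq2's size factors in place of TMM scaling it was 7.10e-05. The offsets moved the log2 fold change of Ctsf only from 6.69 to 6.57 and the size factors to 6.70. Neither could have undone rises of this size, so they are no test of them. The totals of any pair of libraries differed by a ratio of at most 1.33, which is small beside log2 fold changes from 4.79 upward. The 4 genes were also past the threshold between TGF-β1 with BI6727 and vehicle, with a largest adjusted p-value of 9.16e-05. That comparison shares the vehicle libraries but not the DMSO libraries. A response to the TGF-β1 given to both treated groups may therefore explain the rise. The vehicle was labelled as PBS, while the legend of Figure 5B names DMSO as the control. By the labels, no library had DMSO without TGF-β1. If the labels hold, an effect of the DMSO given with TGF-β1 was not separated from that of TGF-β1. RNA from other cells was not tested either, so a response to TGF-β1 remains a hypothesis.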

How the results depend on the processing

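The log2 fold change of Acta2 kept its direction and its side of the threshold under each of the 12 other fits, from 2.20 to 2.33 for TGF-β1 against vehicle and from -0.51 to -0.45 for BI6727 against DMSO. Between BI6727 and DMSO all these fits lay under a fold change of 2, which by itself fixed that side of the threshold. The adjusted p-value of the second comparison ranged from 0.00876 with DESeq2 to 0.981 with only the 2 groups compared. With each replicate left out in turn, Acta2 lay from 2.24 to 2.37 and from -0.54 to -0.45. In the replicate block fit the values were 2.30 and -0.50, and in the crossed block 2.30 and -0.50. Same-numbered replicates correlated with r = -0.11 between vehicle and DMSO and -0.26 between DMSO and BI6727, and with each library's length trend removed, -0.049 and -0.12.

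The number of genes called between TGF-β1 and vehicle depended on the filter and on the fold change minimum. Against 244 higher and 241 lower, edgeR's filterByExpr gave 402 and 472, at least 10 counts in total 413 and 488, DESeq2 with at least 10 counts in total 471 and 509, and no fold change minimum 468 and 467. Settings added after the data were seen gave 1021 and 1013 for DESeq2 with at least 10 counts in total and no fold change minimum, and 2495 and 2273 for the same at an unadjusted p-value below 0.05. All 244 genes called higher were also called with filterByExpr, and 234 of the 241 lower. The replicate block gave 224 and 229, of which 223 and 226 were also called without it.

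Between BI6727 and DMSO, the count of lower genes was 0 and moved to 11 with DESeq2, 2 with at least 10 counts in total, 15 with DESeq2 and at least 10 counts in total, and 12 at an unadjusted p-value below 0.01 with a fold change above 2. At an unadjusted p-value below 0.05 there were 636 genes. Among the settings added after the data were seen, length offsets gave 6 lower genes, 8 with the replicate block and 7 with the crossed block. Voom with sample quality weights gave 1, DESeq2 with at least 10 counts in total and no fold change minimum 23, and the same at an unadjusted p-value below 0.05 gave 552 lower and 223 higher. The replicate block and the crossed block without offsets gave 0 in both directions. The number of TGF-β1-changed genes past the threshold in the opposite direction moved from 0 to 5 with DESeq2, 2 with at least 10 counts in total, 6 with DESeq2 and at least 10 counts in total, and 5 at an unadjusted p-value below 0.01. It was 3 with length offsets, 4 with these and the replicate block, 4 with these and the crossed block, 1 with voom, 8 with DESeq2 and no fold change minimum, and 259 with DESeq2 at an unadjusted p-value below 0.05. When genes were chosen on DMSO replicate 1 and compared with replicate 2, 6 genes moved back by more than 2-fold, and 4 the other way round, with no test on single libraries. The cause of these changes was not tested.

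In most of the settings fixed before the data were examined 0 genes were lower with BI6727, so no category could be tested. The others left 2 to 15 genes lower, and 0 categories were enriched among these. Added settings gave 2 with DESeq2 at an unadjusted p-value below 0.05 and at least 10 counts in total, 5 among the genes lower with TGF-β1 than with vehicle, and 3 among the genes lower with TGF-β1 and BI6727 than with vehicle. The cause was not tested. The Reactome sets could not change the main result, as 0 genes were lower.

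The enrichment score of the MAPK signaling list was 0.247 (p = 0.0607 by gene permutation). Its p-value moved under 0.05 at 0.245 with at least 10 counts in total and with DESeq2 and that filter, 0.262 with the replicate block, 0.263 with the crossed block, 0.264 when ranked by log2 fold change, 0.371 with the list of MAPK kinases and phosphatases, and 0.296 with voom and sample quality weights. With length offsets it was 0.204 (p = 0.370 by gene permutation), 0.201 with the replicate block and 0.216 with the crossed block. It ranged from -0.271 to 0.369 across the 4 fits that each left out one replicate, and turned negative without DMSO replicate 2. The mean log2 change of the list less that of all other genes was 0.025 (p = 0.297 by limma's camera, against 0.0607 by gene permutation).

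The filter set the number of expressed genes, which was 9518 and moved to 14604 with filterByExpr and 17936 with at least 10 counts in total. The first principal component held 76.4% of the variance, and 93.9% over the 500 most variable genes, 50.9% with each gene scaled, 93.7% with rlog values and 47.4% with at least 10 counts in total. The second held 14.1%, and 2.86%, 26.3% and 3.01% in the first 3 of these settings, and 8.92% with the length trend removed. With each replicate left out they lay from 67.99% to 87.0% and from 7.63% to 21.0%. Why the scaling of genes moved these shares was not tested.

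Of 520 values of single genes in 8 other fits, 1 of which (length offsets) was added after the data were seen, 515 kept their direction and side of the threshold, 1 was weaker, 1 stronger and 3 reversed. Postn fell short of the threshold between TGF-β1 and vehicle with only the 2 groups compared (adjusted p = 0.0165, the highest of a range from 3.02e-11), and passed it between BI6727 and DMSO with DESeq2 (adjusted p = 0.000152, in a range up to 0.981). With a replicate left out, 37 of 260 values moved by more than the replicate spread. The log2 fold change of Map2k1 between BI6727 and DMSO turned from 0.010 to -0.0012 with DESeq2 and to -0.0012 with DESeq2's size factors. With length offsets that of Akt2 turned to -0.039. The cause was not tested, and these values are near 0. Counts of calls were not recomputed with a replicate left out, because a group would hold 1 library. Genes near the floor of 3 counts, such as Ctsw in the vehicle libraries, are limited to a lower bound by the depth.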

Differences from the paper's values

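The paper states an expression profile of 16713 genes, against 9518 under the filter its methods give. Of the alternatives set before the data were examined, each of the 5 other filters came within 1.5 times of the paper's number: 14604 with edgeR's filterByExpr, 17936 with at least 10 counts in total, 12745 and 13333 with at least 1 CPM in more than 3 or in at least 2 samples, and 13821 with at least 10 counts in more than 3 samples.

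The paper states 414 genes higher and 444 lower with TGF-β1, against 244 and 241 here. Among the alternatives set before the data were examined, the difference closed with filterByExpr (402 and 472), at least 10 counts in total (413 and 488), DESeq2 with at least 10 counts in total (471 and 509) and no fold change minimum (468 and 467). It did not close with DESeq2 and the filter of the methods (269 and 253), DESeq2's size factors (251 and 232), only the 2 groups compared (198 and 172), the replicate block (224 and 229), an adjusted p-value below 0.05 (261 and 266) or an unadjusted p-value below 0.01 (261 and 265).

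The paper's second principal component held about 7.4% of the variance in Figure 5A, read by eye, against 14.1% here. Of the alternatives set before the data were examined, only leaving out DMSO replicate 2 closed the difference, with 7.63%. The others, including the 500 most variable genes (2.86%), rlog values (3.01%), scaled genes (26.3%) and at least 10 counts in total (15.4%), did not. Removing each library's length trend, which was chosen after seeing the values, gave 8.92%. In Figure 5A the DMSO replicates lie together and apart from the BI6727 replicates on that component. Here they lay at 12.0 and -22.1, with the BI6727 replicates between them, and with rlog values of the 500 most variable genes at -1.72 and -2.38, apart from the BI6727 replicates at 2.03.

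The paper's enrichment score for the MAPK set was about -0.5 in Figure 5E, read by eye, on the side of genes higher with DMSO, against 0.247 for the list used here. None of the alternatives set before the data were examined closed the difference. Without DMSO replicate 2 the score was -0.271, with the paper's sign, and in the other settings it was positive.

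The paper states several categories as enriched among the genes lower with BI6727. Here 0 genes were lower with BI6727 at the threshold (430 at an unadjusted p-value below 0.05), and 0 of 9 lists could be called. Settings chosen after seeing the values called some of these categories. Among the genes lower with TGF-β1 than with vehicle, these were PI3K-Akt signaling (17 genes, adjusted p = 4.14e-05 by one-sided Fisher's exact test), AGE-RAGE signaling (7 genes, 0.00549), complement and coagulation (3 genes, 0.0142), MAPK signaling (10 genes, 0.0251) and phagosomes (6 genes, 0.0266). Among the genes lower with TGF-β1 and BI6727 than with vehicle, they were PI3K-Akt signaling (19 genes, 2.19e-05), AGE-RAGE signaling (8 genes, 0.00188) and complement and coagulation (4 genes, 0.00188). With DESeq2, at least 10 counts in total and an unadjusted p-value below 0.05, 552 genes were lower with BI6727, and AGE-RAGE signaling (11 genes, 0.000648) and PI3K-Akt signaling (19 genes, 0.00241) were called. With Reactome sets of the nearest names, the genes lower with TGF-β1 than with vehicle called complement (3 genes, 0.0178) and PI3K-Akt signaling (5 genes, 0.0434). In the ranked test between BI6727 and DMSO, lysosomes (score 0.312, adjusted p = 0.0975 by gene permutation) and phagosomes (0.278, 0.217) lay on the higher side. VEGF and MAPK signaling did too, and the rest of the 9 lists lay on the lower side. No list had an adjusted p-value below 0.05 there. With length offsets, lysosomes (0.00754) and phagosomes (0.0366) did, on the higher side. With the length trends removed, their median log2 changes against DMSO replicate 1 alone were only 0.0026 and 0.0066.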

Other observations

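The tests of the DMSO replicates against gene length, library size, the GC trend left after length, the highest genes and a swap of libraries, and of the ERK output genes, were chosen only after the result was seen.

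The DMSO replicates differed more than the replicates of the other groups. The difference between them ran with gene length across genes (Spearman's rho 0.660, against -0.122 for vehicle and -0.268 for BI6727; genes are not independent replicates). The median log2 difference of replicate 1 minus replicate 2 went from -0.31 in the shortest genes, up to 2620 bases, to 0.33 in the longest, from 6926 bases. DMSO replicate 2 was the library that ran most strongly with length against the mean of the others (rho -0.585). Removing the length trends lowered the SD of the difference by 25.8%, from 0.377 to 0.279, which remained above 0.162 for vehicle and 0.141 for BI6727. A bias with gene length in one library is therefore a candidate explanation of part of the difference, and it leaves a part open. GC content ran with the difference less than length did (rho -0.040). Once the length trends were removed, rho with GC content was 0.183 for DMSO, against 0.011 for vehicle and 0.055 for BI6727. Removing each library's GC trend as well lowered the SD of the DMSO difference by a further 2.48%, to 0.272, so GC content accounts for little of the part left open. The totals of the DMSO replicates differed by a ratio of 1.09, less than the 1.33 of the BI6727 replicates. The share of counts on the 10 highest genes differed by 1.97 percentage points between the DMSO replicates, more than in the other groups. Such a difference shifts all other genes alike, which leaves the SD across genes as it is. Leaving out the 12 genes among the 10 highest of any library lowered the SD by 0.094%, but so few genes could not have moved it, so this is no test. A swap with a vehicle library was tested on 505 genes called between BI6727 and vehicle. The change of DMSO replicate 2 from vehicle had a slope of 0.967 on that of BI6727, and replicate 1 of 0.930, so both lay on the side of TGF-β1. That slope cannot show a swap between DMSO and BI6727. The SD of the log2 difference of DMSO replicate 1 from the BI6727 libraries was 0.244 and 0.217, below the 0.377 between the DMSO replicates and above the 0.147 between the BI6727 replicates. These SDs alone do not decide on a swap of DMSO replicate 1 with a BI6727 library, so the genes that differ were counted under each grouping. With length offsets, 1088 genes had an unadjusted p-value below 0.05 as labelled, against 636 and 268 with DMSO replicate 1 swapped with BI6727 replicate 1 and replicate 2. The genes at an unadjusted p-value below 0.01 with a fold change above 2 were 12 as labelled, against 0 and 1. Without the offsets the last counts were 12, 0 and 0, while those at a p-value below 0.05 were 636, 1152 and 206. The counts with the length trends removed therefore speak against a swap.

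Few genes were past the threshold between BI6727 and DMSO, 0 with an unadjusted count of 636 at a p-value below 0.05. Gene length offsets brought 6 genes past it (among them Pde1b, Isg15, Notch4, Ptn and Prl2c3, named after their values were seen), fewer than the 10 set beforehand as the mark of a length bias that hides the calls. Pde1b had a log2 fold change of -1.61 without the offsets and -1.63 with them, and it was also called without offsets by DESeq2 and by edgeR with at least 10 counts in total, so the filter and the test decide that call as well. When 200 genes were changed 3-fold in simulated counts, 100% were called with the dispersion of these libraries and 97.5% with the length trends added. Many changed genes make the adjustment of p-values more lenient, so 12 genes alone were also lowered with BI6727, in 20 draws. Without the trends, 98.3% of these were called at 3-fold and 87.9% at 2.5-fold. The simulations gave each gene the same dispersion in all 6 libraries. The DMSO replicates differed more than the others also with the length trends removed (SD 0.279, against 0.162 for vehicle and 0.141 for BI6727). The simulations therefore do not show that changes of these sizes would be called between the real BI6727 and DMSO libraries. With the length trends added, 82.5% were called at 3-fold and 38.8% at 2.5-fold. The length trends may therefore hide part of the changes of about 2.5-fold. Smaller changes were not simulated.

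Lists of mitosis genes, interferon-stimulated genes and myofibroblast genes, written before the data were examined, were lower with BI6727 than with DMSO. For mitosis the mean log2 change was -0.13, with 51 of 64 genes lower (score -0.633, p = 9.60e-10 by gene permutation, 1.63e-08 adjusted over 17 lists). The score was -0.625 with the replicate block and -0.622 with the crossed block. With the length trends removed limma's camera gave p = 1.21e-08 and gene permutation 7.32e-10, and the median change against the DMSO library with the smaller difference was -0.093 before and -0.14 after their removal. For interferon-stimulated genes the mean log2 change was -0.45, with 12 of 14 genes lower (score -0.856, p = 5.54e-07 by gene permutation, 4.71e-06 adjusted), and -0.855 and -0.869 with the blocks. Camera gave p = 1.81e-08 before the length trends were removed and 2.81e-08 after, and gene permutation 5.54e-07 and 2.54e-06. The median change against the closer DMSO library was -0.29 before and -0.35 after their removal. For myofibroblast genes the mean was -0.31, with 18 of 22 lower (score -0.740, adjusted p = 2.99e-05), with -0.777 and -0.734 in the block fits. The same camera test gave 3.41e-08, and the median change was -0.073 before and -0.11 after the removal. Against DMSO replicate 1 the median change of the myofibroblast genes was -0.49, so the size of their fall depends on which DMSO library is used. The directions were the same with DESeq2's size factors, at mean changes of -0.15, -0.47 and -0.36. Gene permutation treats the genes of a list as independent. The camera test allowed only for its small preset correlation, so neither p-value covers a stronger correlation within these lists. With edgeR, the filter of the methods and no length offsets, no single gene of these lists was called with adjustment over all genes, and 2 interferon-stimulated genes (Ifit1 and Isg15, named after their values were seen) were called with adjustment over their list alone. Isg15 was also called over all genes with length offsets, and Isg15, Ifit1 and Postn were with DESeq2 and the same filter. With the GC trends removed as well, gene permutation was not run, and limma's camera gave p = 1.07e-08 for mitosis, 5.29e-08 for interferon-stimulated genes and 8.90e-09 for myofibroblast genes. The share of counts on the highest genes would shift all genes alike, and both tests compare a list with the other genes. With the length trends removed, the median change of the mitosis genes from the vehicle mean was -0.35 in both DMSO libraries and -0.47 in both BI6727 libraries. For interferon-stimulated genes it was -0.017 and -0.15 with DMSO and -0.48 and -0.31 with BI6727. Before their removal the mitosis genes lay at -0.36 and -0.44 with DMSO and -0.43 and -0.48 with BI6727, so the groups overlapped. The interferon-stimulated genes lay at -0.028 and -0.24 with DMSO and -0.52 and -0.31 with BI6727. Inhibition of PLK1, a mitotic kinase, may change transcripts of mitosis genes, and these tests leave the cause and the direction of such a change open. The paper's Supplementary Figure 2 gives the proliferation of fibroblasts as unaffected by 72 h of BI6727. Between TGF-β1 with DMSO and vehicle the mean log2 change of the mitosis genes was -0.37, larger than the -0.13 with BI6727. RNA from other cells was not tested, so none of the 3 patterns is called biological. Lysosome and phagosome genes went the other way, with 59 of 88 and 50 of 79 genes higher with BI6727. With length offsets their scores were 0.356 and 0.332 (p = 0.00754 and 0.0366 by gene permutation, adjusted over 17 lists). With the length trends removed, limma's camera gave adjusted p = 0.0427 and 0.124 for these lists. In that setting 44 of 88 lysosome genes were lower than in DMSO replicate 1 (median log2 change 0.0026) and 32 lower than in replicate 2 (0.095). For phagosomes 38 and 33 of 79 genes were lower (0.0066 and 0.046). Before the removal the medians were 0.028 and 0.054 for lysosomes and 0.022 and 0.026 for phagosomes. With the trends removed, the rise therefore rests mainly on DMSO replicate 2.

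The enrichment score of the MAPK signaling list did not turn negative after the length trends were removed (0.204). Of its 170 genes, 80 were lower in the fit reported, 84 with DESeq2's size factors and 87 with length offsets. The last 2 settings moved the median of all genes to -0.014 and -0.011. The enrichment score was positive in all 3 settings, at 0.247, 0.223 and 0.204. The direction depended on the DMSO library. With the length trends removed, 97 genes were lower than in DMSO replicate 1 (median log2 change -0.024) and 78 lower than in replicate 2 (0.022), and without the removal 101 and 66. The ERK output genes were tested for the hypothesis that BI6727 lowers transcription downstream of ERK, and limma's camera gave p = 0.965, with a score of 0.378 on the side of higher genes (p = 0.203 by gene permutation). Of the 21 genes, 13 were lower with BI6727 and 8 higher, and 14 and 7 with DESeq2's size factors. The data do not show it at the level of these transcripts, and they do not measure phosphorylation.

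Genes changed by TGF-β1 tend to move back in any comparison that shares the DMSO libraries, since noise in these enters both. When raised genes were chosen on one DMSO replicate and BI6727 was compared with the other, their median log2 change was -0.060 one way and 0.016 the other, so they did not move back both ways. With the length trends removed the values were -0.060 and -0.036, against -0.012 and -0.0060 for all genes, and 59.3% and 55.7% of the raised genes moved toward vehicle. Without the removal, 57.0% and 48.4% of the raised genes moved toward vehicle. Their movement back is small, held both ways only with the length trends removed, and was not tested. These values therefore do not decide whether noise shared by both comparisons accounts for all of it. For lowered genes the median change was -0.011 and -0.16, away from vehicle, and -0.042 and -0.17 with the length trends removed. Without the removal 49.1% and 23.1% of the lowered genes moved toward vehicle, and with it 43.4% and 27.3%. The lowered genes therefore showed no movement back once the shared noise was left out.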
